A study of Vaccinium myrtillus and Vaccinium myrtillus
Oidiodendron maius Zn with 12 samples. Its data were reported in "Modulation of Plant and Fungal Gene Expression Upon Cd Exposure and Symbiosis in Ericoid Mycorrhizal Vaccinium myrtillus" (2020).

How the data were processed

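RNA was sequenced from in vitro grown roots of bilberry (Vaccinium myrtillus) with or without the ericoid mycorrhizal fungus Oidiodendron maius Zn, a strain isolated from bilberry roots on metal-polluted soil, and with or without cadmium (Cd) in the medium. Roots were collected at day 45. The 12 libraries fell into 4 groups of 3 biological replicates by their labels: non-mycorrhizal roots (V), non-mycorrhizal roots with Cd (V-Cd), mycorrhizal roots (VMyc) and mycorrhizal roots with Cd (VMyc-Cd). Each replicate was a pool of the roots of several plants.

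The authors sequenced paired Illumina HiSeq reads, trimmed and aligned them in CLC Genomics Workbench, and counted them on contigs of a de novo assembly made with Trinity from the plant-only libraries, because no genome of the species was used. The deposited read counts are raw whole numbers for each contig in 2 columns, the total reads (unique and shared reads together) and the reads that matched that contig only. How the aligner divided a read between several matching contigs, and the version of the aligner, are not given in the sources used here. The authors also deposited RPKM values, reads scaled to the length of the contig and the total of the library. The RPKM values were used only to recover the contig lengths, since the ratio of total reads to RPKM gave the same whole length in every library that held a read. Each library listed the same 414986 contigs, which made 279058 Trinity genes when the isoform suffix was dropped. A length was recovered for 407595 contigs, and the other 7391 had no read in any library. The contigs were 201 to 15950 bp long, with a median of 471 bp. Fungal reads were not removed from the mycorrhizal libraries in any step given in the sources used here.

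The depth per library ranged from 55888720 to 297617769 total reads. The mycorrhizal libraries were deeper (203191957 to 297617769 reads) than the non-mycorrhizal libraries (55888720 to 169137864 reads), so that the same contig was measured with a smaller counting error in mycorrhizal roots. Between 35.6% and 47.8% of the reads of a library matched a single contig. Isoforms and near-identical copies therefore shared most reads, and the values of single isoforms with few unique reads are uncertain.

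The total reads were analysed with edgeR 4.0.16 in R 4.3.3. For each pair of groups the 6 libraries were fitted alone, contigs were kept by filterByExpr with a minimum count of 10, library sizes were scaled by TMM, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was applied (two-sided). A contig was called at an adjusted p under 0.05, and a called contig was counted as up at a fold change over 2 and as down at a fold change under 0.5, the limits the authors used. The authors tested proportions with Baggerley's test. A version of it was rebuilt here as an alternative, and it could not be made identical to that of the authors' software. Baggerley's test below means this rebuilt version, and its counts are no check of the authors' own calls. The difference between the Cd responses of mycorrhizal and non-mycorrhizal roots (the interaction) was tested in 1 fit of all 12 libraries as the change VMyc-Cd minus VMyc less the change V-Cd minus V. CPM values, counts scaled to the library total, are adjusted by TMM over all 12 libraries, and log2 CPM carry a prior count of 2. Standard errors of log2 fold changes are the fold change divided by the square root of the test's F.

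The shares of the sum of squares of log2 CPM for Cd, symbiosis and their interaction were taken over the contigs that passed the filter in the fit of 4 groups, and tested by exact permutation of the Cd labels within each symbiosis state, or of the symbiosis labels within each Cd state (one-sided, 400 relabellings, smallest possible p 0.005). Scores of 9 gene families, grouped here by annotation, were the mean log2 CPM over their contigs, compared by exact permutation tests (two-sided). With 3 against 3 libraries the smallest possible p was 0.1. The difference between 2 Cd effects was tested by permuting the symbiosis labels within each Cd state, a null in which symbiosis has no effect of any kind. The contigs of these families came from the study's lists of regulated contigs and their Arabidopsis matches, which were chosen on these same libraries. Contigs restricted to mycorrhizal roots were those with at least 10 reads in each of the 6 mycorrhizal libraries and a pooled level in the 6 non-mycorrhizal libraries of at most 1% of the mycorrhizal one. The mirror definition served as the background.

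The contigs named below follow a rule. Among called contigs with a mean of at least 1 CPM and, in a pair of groups, no overlap between the groups, the 2 with the largest positive and the 2 with the largest negative change were named for each comparison. Contigs the study singled out, the most abundant contig with each of 8 annotations (NRAMP1, NRAMP6, CSD1, CCS, COPT3, YSL3, OPT3 and BHLH038) and the most abundant contig of each family were named as well. The files pair contigs with no gene name, so annotations are those of the study's lists. Folds against a group without a read were computed against a floor of 3 reads over the group, and those against 1 to 3 reads carry a 95% exact Poisson interval of that count. Both cover counting error only.

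The fits were tested on simulated counts with the means, library sizes and spread of the real libraries. Only contigs with a mean of at least 1 CPM were changed, so that recovery of less abundant ones was not tested. In each simulated comparison 200 contigs changed 4-fold. edgeR recovered 37.0% of them in V-Cd vs V among 190208 contigs, with 7 false calls, and 42.0% in VMyc vs V among 254367 contigs, with 15 false calls. The shares were 72.0% in VMyc-Cd vs VMyc among 273914 contigs, with 29 false calls, 53.5% in VMyc-Cd vs V-Cd among 242633 contigs, with 18 false calls, and 26.0% in the interaction among 285917 contigs, with 9 false calls. In simulated V-Cd vs V, DESeq2 recovered 90.0% with 411 false calls, Baggerley's test recovered 0 contigs and the fit with the replicate number as a block recovered 0 contigs.

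The groups, tests, the rule for naming contigs and most alternatives were chosen before the data were examined. The alternatives were DESeq2 1.42.0, RLE size factors, library size without TMM, no filter or a mean of at least 1 CPM, all 12 libraries in 1 fit, Baggerley's test, the replicate number as a block, reads summed per Trinity gene, unique reads alone, restricted contigs left out, and each replicate left out in turn. Thinning all libraries to the depth of the smallest, leaving out contigs restricted at a limit of 10%, the interaction without restricted contigs, and family scores from unique reads were added after seeing the data. The reference distribution of Baggerley's test was also changed after its first counts had been seen, from a normal to a t distribution with Satterthwaite degrees of freedom, because the normal one treats 3 libraries per group as a large sample. Figures were drawn with matplotlib 3.10.9. Transporter predictions, pathway enrichment and the fungal transcriptome were not analysed here.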

Results

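Transcript levels were measured by RNA-seq in roots of Vaccinium myrtillus grown alone (V), alone with Cd (V-Cd), with the ericoid mycorrhizal fungus Oidiodendron maius Zn (VMyc) and with both (VMyc-Cd), with 3 libraries in each group. The V libraries held 76605829, 169137864 and 83239527 reads, and the V-Cd libraries 68286866, 55888720 and 63329265. The VMyc libraries held 206745153, 203191957 and 247244320 reads, and the VMyc-Cd libraries 297617769, 243417490 and 238069219. A minimum of 10 reads was reached by 171368 to 228854 contigs in a non-mycorrhizal library and by 260352 to 279776 contigs in a mycorrhizal one.

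Replicates differed more in non-mycorrhizal than in mycorrhizal roots. Pearson's r of log2 CPM between replicates, across contigs, which are not independent, averaged 0.891 in V, 0.864 in V-Cd, 0.935 in VMyc and 0.945 in VMyc-Cd. After all libraries were thinned to the depth of the smallest, the averages were 0.905, 0.891, 0.934 and 0.943. No 2 libraries held identical values. V replicate 2 stood apart in composition, as its 10 most abundant contigs took 23.0% of its reads against 2.33% to 7.64% in the other libraries. A single contig, TRINITY_DN54428_c11_g1_i1, took 10.4% of its reads and 0.369% to 2.87% of those of the other libraries. This contig was chosen after its values were seen. The TMM factor of V replicate 2 was 0.788, and those of the others were 0.950 to 1.05.

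The effects of Cd and of symbiosis on all plant contigs together were compared by their shares of the variance. Over 285917 contigs, Cd accounted for 12.9% of the sum of squares of log2 CPM, symbiosis for 16.1%, their interaction for 9.28%, and differences between replicates for 61.7%. The shares of Cd and of symbiosis were each as large as the permutations allow (exact permutation tests, one-sided, p = 0.005, the smallest they can give). The gap between them depended on which contigs entered, and in no alternative did Cd have the larger share. With a mean of at least 1 CPM required, the shares were 16.0% for Cd and 29.5% for symbiosis, over the 1000 most variable contigs they were 6.80% and 62.0%, and without the contigs restricted to mycorrhizal roots, described below, both were 13.3%. The first principal component, with 17.5% of the variance, separated mycorrhizal from V-Cd libraries, and the V libraries lay between them. The second, with 14.2%, separated V from VMyc-Cd libraries. Among non-mycorrhizal libraries the position on the first component rose with depth, from -408 at 55888720 reads to 3.41 at 169137864 reads. The mycorrhizal libraries, all deeper, lay at 147 to 175, without such an order among themselves. Shares and components were not computed at equal depth, so that depth and symbiosis cannot be told apart in them.

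**Figure D1:**
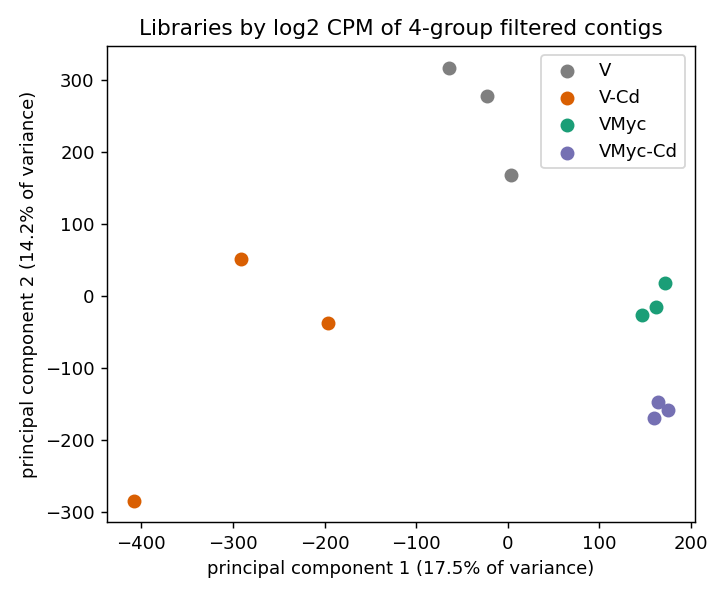
Each point is a library, placed by the first (17.5% of the variance) and second (14.2%) principal component of log2 CPM, and coloured by group, with 3 libraries per group. The VMyc and VMyc-Cd libraries form tight groups, and the V-Cd libraries are the most spread.

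The first comparison, V-Cd vs V, addressed the effect of Cd on roots without the fungus. Of 190208 contigs tested, 535 were called, 269 up and 231 down. At an unadjusted p under 0.05 there were 18348 contigs, against 9510 expected by chance. Among the other tests DESeq2 moved the count most, to 5455. Leaving out any 1 of the 6 libraries lowered the count. It was 76, 241 and 94 without V replicate 1, 2 or 3, and 45, 54 and 63 without V-Cd replicate 1, 2 or 3. Such fits have fewer libraries and so less power, and in them 15026 to 22428 contigs had an unadjusted p under 0.05 by edgeR. The loss alone therefore does not show that single libraries drove the calls. The median share of unique reads was 27.6% in called contigs and 47.1% in tested ones, so that many calls were isoforms sharing reads with others. Among the largest changes, TRINITY_DN58296_c1_g2_i5 had 0 reads in V and 1003 in V-Cd, at least 521-fold higher, with an adjusted p of 0.0438 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TRINITY_DN45835_c0_g1_i7 rose from 0.0200 ± 0.0346 to 26.5 ± 10.7 CPM (SD, n = 3), with an adjusted p of 0.0117 by edgeR's quasi-likelihood test. In the other direction, TRINITY_DN59116_c4_g2_i2 had 817 reads in V and 0 in V-Cd, at least 175-fold lower (edgeR adjusted p 0.0491). TRINITY_DN49556_c3_g4_i7 had 925 reads in V and 1 in V-Cd, a ratio of 593 with a 95% counting interval of 106 to 23435 (edgeR adjusted p 0.0108). All 4 were isoforms without a unique read, so that these values rest on how shared reads were divided, and each of the 4 calls was lost without some single libraries. Across the alternatives tried, their adjusted p reached 0.204, 0.698, 0.256 and 0.163.

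The second comparison, VMyc vs V, addressed the effect of symbiosis on control medium. Of 254367 contigs, 795 were called, 737 up and 56 down, so that 92.9% of the up and down calls were up. DESeq2 called 3825, with 2277 up and 881 down. The count was 463 without V replicate 3, and 346, 378 and 299 without VMyc replicate 1, 2 or 3, while it was 544 and 993 without V replicate 1 or 2. The contigs with the largest rise were matched by unique reads alone. TRINITY_DN69758_c0_g1_i1 (264 bp) had 2 reads in V and 9824 in VMyc, a ratio of 2201 with a 95% counting interval of 609 to 18174 (edgeR adjusted p 0.00095). TRINITY_DN69461_c0_g1_i1 (750 bp) rose from 0.0528 ± 0.0329 to 82.8 ± 17.7 CPM (SD, n = 3), a log2 fold change of 10.72 with a standard error of 0.45 (edgeR adjusted p 0.00046). The largest falls were again in isoforms with almost no unique reads. TRINITY_DN49556_c3_g4_i7 had 925 reads in V and 0 in VMyc, at least 688-fold lower (edgeR adjusted p 0.00477), and TRINITY_DN53305_c0_g4_i7 fell from 6.61 ± 3.07 to 0.0258 ± 0.0289 CPM (SD, n = 3, edgeR adjusted p 0.0120). The latter call was lost without V replicate 3 or VMyc replicate 3.

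The third comparison, VMyc-Cd vs VMyc, addressed the effect of Cd on roots in symbiosis. Of 273914 contigs, 5080 were called, 2039 up and 1844 down. DESeq2 called 17477. The count was 2937, 1582 and 3538 without VMyc replicate 1, 2 or 3, and 1258, 1405 and 1249 without VMyc-Cd replicate 1, 2 or 3. TRINITY_DN14704_c0_g1_i1 had 3 reads in VMyc and 28843 in VMyc-Cd, a ratio of 8333 with a 95% counting interval of 2851 to 40408, and TRINITY_DN55439_c2_g15_i2 had 4 and 36316 reads (edgeR adjusted p 0.0403 and 0.0398). For both, the 3 VMyc-Cd libraries were far apart, with 26476, 1835 and 532 reads of the first and 33472, 2194 and 650 reads of the second, and both calls were lost without any 1 VMyc library or without VMyc-Cd replicate 2. TRINITY_DN57556_c1_g1_i7 had 2077 reads in VMyc and 0 in VMyc-Cd, at least 799-fold lower (edgeR adjusted p 0.00223). TRINITY_DN53866_c0_g1_i2 fell from 8.43 ± 3.42 to 0.0253 ± 0.0213 CPM (SD, n = 3, edgeR adjusted p 0.00194). Both falling isoforms had no unique read.

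The fourth comparison, VMyc-Cd vs V-Cd, addressed the effect of symbiosis under Cd. Of 242633 contigs, 3957 were called, 2218 up and 900 down. The count was 2542, 2546 and 2794 without V-Cd replicate 1, 2 or 3, and 1245, 1267 and 1284 without VMyc-Cd replicate 1, 2 or 3. DESeq2 called 13038. TRINITY_DN79415_c0_g1_i1 (828 bp) had 0 reads in V-Cd and 42322 in VMyc-Cd, at least 3514-fold higher, and TRINITY_DN6946_c0_g1_i1 (432 bp) had 0 and 39837 reads, at least 3308-fold higher (edgeR adjusted p 0.000648 and 0.000279). TRINITY_DN57162_c6_g1_i4 fell from 4.79 ± 0.426 to 0.0754 ± 0.0668 CPM and TRINITY_DN58382_c2_g1_i1 from 2.25 ± 1.48 to 0.0389 ± 0.0032 CPM (SD, n = 3, edgeR adjusted p 0.0258 and 0.00483). The first of these has no unique read, and its call was lost without any 1 V-Cd library and without VMyc-Cd replicate 1 or 2.

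**Figure D2:**
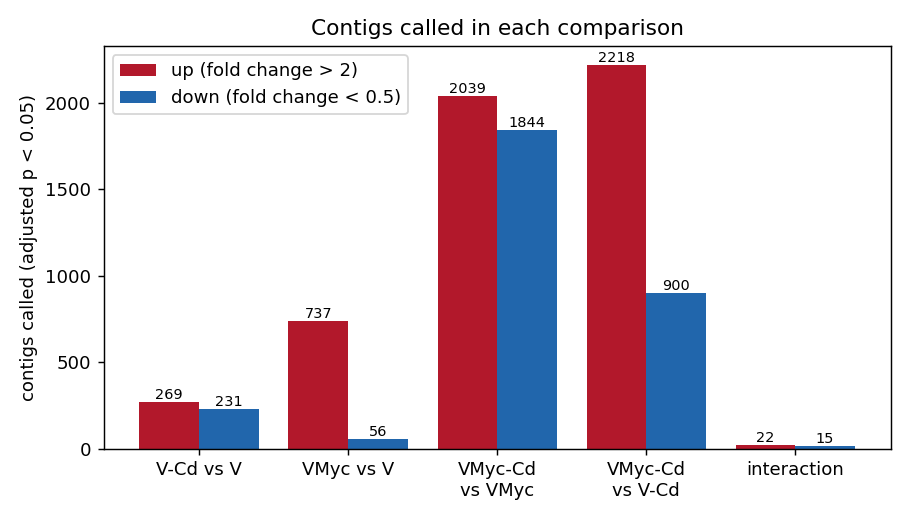
Bars give the number of contigs (vertical axis) called by edgeR at an adjusted p under 0.05 with a fold change over 2 (up) or under 0.5 (down) in each comparison of 3 against 3 libraries, and in the interaction over all 12. Up and down calls are close in number in V-Cd vs V (269 and 231) and far apart in VMyc vs V (737 and 56).

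The study's own lists of regulated contigs were compared with these calls. The lists hold only contigs past its limits on both p and fold change, and so fewer than passed the limit on p alone. In V-Cd vs V, 203 of the 319 listed contigs (63.6%) were called, in VMyc-Cd vs VMyc 604 of 638 (94.7%), and in VMyc vs V 354 (83.7%). Adjusted over the list alone, every listed contig was called in its comparison. The lists were chosen on these libraries, so the latter is not independent evidence.

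A class of contigs was restricted to mycorrhizal roots. It held 506 contigs, and the mirror class, restricted to non-mycorrhizal roots, held 0. The limit moved it most, since a limit of 10% gave 1336 contigs (mirror class 7) and a limit of 0.2% gave 79. Without V replicate 2 the class held 970 contigs. In RPM, reads scaled to the total of the library, restricted contigs stood at 2393 to 3264 in VMyc, 3575 to 4842 in VMyc-Cd, 6.98 to 18.7 in V and 1.28 to 2.88 in V-Cd. They made up 468 of the 737 contigs called up in VMyc vs V (63.5%), 491 of the 2218 called up in VMyc-Cd vs V-Cd (22.1%) and 295 of those in the study's list for VMyc vs V (69.7%). They included 66 of the 67 contigs of that list annotated as housekeeping, such as ribosomal proteins, whose pooled level was a median of 336-fold higher in mycorrhizal than in non-mycorrhizal libraries. Their median length was 332.5 bp, and 99.2% were the only isoform of their Trinity gene, against 57.4% of all contigs. With restricted contigs left out, VMyc vs V gave 50 up and 11 down calls, and VMyc-Cd vs V-Cd gave 1601 and 775. Since the class is defined by being higher in mycorrhizal roots, leaving it out lowers the up calls by construction. In VMyc vs V it held 468 of the 737 up calls and 0 of the 56 down calls. The fall to 50 and 11 calls is therefore larger than the removal itself. Contigs at an unadjusted p under 0.05 by edgeR went from 19459 to 18986. Benjamini-Hochberg adjustment gets stricter for the rest when many contigs with a small p are removed. Other calls can thus be lost without a change in their own p, and how much of the loss this covers was not tested.

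**Figure D3:**
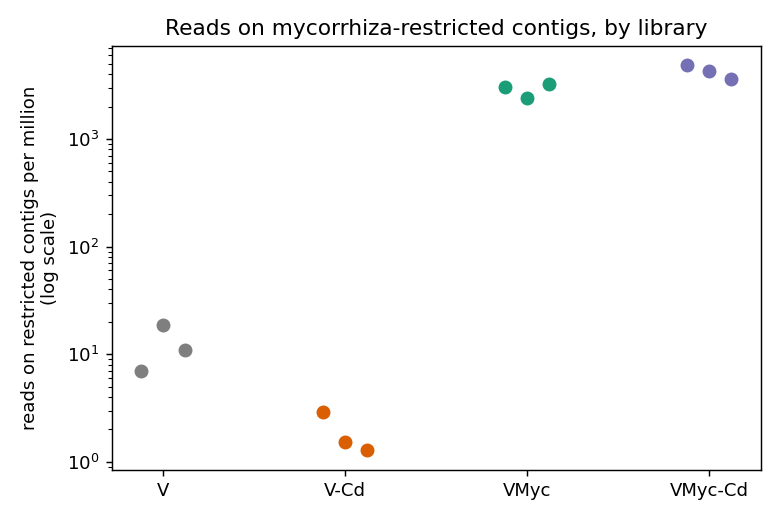
Each point is the level of the 506 restricted contigs together in a library, in RPM (logarithmic vertical axis), by group, with 3 libraries per group. All mycorrhizal libraries lie between 2393 and 4842, and all non-mycorrhizal ones between 1.28 and 18.7.

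Shared and specific responses to Cd were compared next. Of the 535 contigs called in V-Cd vs V and the 5080 called in VMyc-Cd vs VMyc, 257 were called in both, 257 of them in the same direction and 0 in opposite directions. DESeq2 gave 2051 in the same and 83 in opposite directions. Log2 fold changes correlated with r = 0.259 across 189331 contigs (contigs are not independent replicates). Across the 4680 of these contigs that were called in either comparison, r was 0.608. V-Cd vs V and VMyc vs V shared 20 calls, with r = 0.465 across contigs. These comparisons use the same V libraries, and simulated unchanged groups against those libraries gave r = 0.499. The simulated groups gave 0 calls by edgeR in each comparison, so that they cannot tell whether shared libraries add shared calls.

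Whether Cd acted differently in mycorrhizal roots was tested directly by the interaction. Of 285917 contigs, 37 were called, 22 up and 15 down, and 25169 had an unadjusted p under 0.05 against 14296 expected. Reads summed per Trinity gene gave 424 calls, and DESeq2 gave 4055. The count changed when 1 library was left out, in fits with fewer libraries and so less power. It was 1009 without V replicate 2, 0 without VMyc replicate 2 or without VMyc replicate 3, and 1 without VMyc-Cd replicate 1 or without VMyc-Cd replicate 2. It was 7 without VMyc-Cd replicate 3, 19 without V replicate 3, and 24 without V-Cd replicate 2. In 14 of the 37 called contigs at least 1 group had 3 reads or fewer. TRINITY_DN55439_c3_g8_i3 was at 0.552 ± 0.265 CPM in V, 0.229 ± 0.0512 in V-Cd, 0.212 ± 0.107 in VMyc and 37.5 ± 18.9 in VMyc-Cd (SD, n = 3), an interaction of 8.71 on the log2 scale with a standard error of 0.72 (edgeR adjusted p 0.0121). TRINITY_DN57125_c1_g4_i2 went from 2.38 ± 0.806 to 0.758 ± 0.687 CPM with Cd in V and from 0.149 ± 0.139 to 17.8 ± 2.01 CPM in VMyc (SD, n = 3), an interaction of 8.54 with a standard error of 1.01 (edgeR adjusted p 0.0407). TRINITY_DN57369_c5_g2_i2 went from 6.19 ± 2.01 to 24.1 ± 1.07 CPM in V and from 3.44 ± 0.849 to 1.78 ± 0.0341 CPM in VMyc (SD, n = 3), an interaction of -2.91 with a standard error of 0.31 (edgeR adjusted p 0.0282). TRINITY_DN54678_c0_g1_i2 had 0 reads in V, 146 in V-Cd, 1215 in VMyc and 1640 in VMyc-Cd (edgeR adjusted p 0.0121).

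Metal-related contigs, some singled out by the study and others picked here by annotation and abundance, were examined for both Cd comparisons. Some rose in both, and others, given further below, did not. The most abundant contig annotated OPT3, an oligopeptide transporter (TRINITY_DN51212_c1_g2_i4), rose from 6.78 ± 1.27 to 103 ± 5.88 CPM in V and from 14.7 ± 1.55 to 258 ± 23.4 CPM in VMyc (SD, n = 3), with edgeR adjusted p of 0.00211 and 9.1e-05. BHLH038, a transcription factor (TRINITY_DN58683_c4_g17_i1), rose by 5.55 and 4.46 on the log2 scale (edgeR adjusted p 0.00727 and 0.000317). The NRAMP3-like contig (TRINITY_DN48753_c5_g1_i4) rose by 2.16 and 2.72 (edgeR adjusted p 0.00580 and 0.00105). The ferric reductase-like contig of the iron-deficiency family (TRINITY_DN58463_c6_g1_i4, matching AT1G01580) rose by 2.82 and 2.17, and in the edgeR fit of each pair passed the threshold in VMyc alone (edgeR adjusted p 0.0830 and 0.00317), while 4 of 15 alternatives passed it in V. In opposite direction, the copper/zinc superoxide dismutase CSD1 (TRINITY_DN46452_c0_g1_i4) changed by -1.24 and -1.66 (edgeR adjusted p 0.0128 and 0.00190), and its copper chaperone CCS (TRINITY_DN42417_c0_g1_i1) by -1.48 and -2.70 (edgeR adjusted p 0.0208 and 0.000519).

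In the edgeR fit of each pair, other contigs of this set passed the threshold with Cd in VMyc and not in V. They were the contig TRINITY_DN46689_c2_g1_i2, matching a major facilitator protein, with log2 fold changes of 0.26 in V and 1.69 in VMyc (edgeR adjusted p 0.855 and 0.00832), COPT3-like (TRINITY_DN46912_c0_g1_i1), with 0.30 and 1.80 (edgeR adjusted p 0.833 and 0.00121), ZIP11-like (TRINITY_DN54628_c2_g2_i6), with 0.91 and 1.82 (edgeR adjusted p 0.117 and 0.00241), ZIP2-like (TRINITY_DN56326_c0_g1_i2), with 0.33 and 1.46 (edgeR adjusted p 0.840 and 0.00107), and YSL3 (TRINITY_DN56558_c1_g8_i1), with 1.25 and 2.05 (edgeR adjusted p 0.0645 and 0.00085). In V, YSL3 passed the threshold in 6 of 16 alternatives and ZIP11-like in 2 of 15. The interaction test called none of these 5, with edgeR adjusted p of 0.241, 0.200, 0.259, 0.395 and 0.320, while DESeq2 called the first 3, so that a difference between V and VMyc depends on the test for these and was not shown for the other 2. The contigs annotated NRAMP1 (TRINITY_DN54740_c2_g5_i1) and NRAMP6 (TRINITY_DN54419_c1_g3_i1) rose by 3.17 and 2.91 with Cd in V without passing the threshold (edgeR adjusted p 0.0857 and 0.0579), which they passed in 4 and 6 of 16 alternatives, and changed by 0.16 and 0.17 in VMyc (edgeR adjusted p 0.755 and 0.692). Their interactions of -3.02 and -2.75 were not called (edgeR adjusted p 0.151 and 0.106), but both were with DESeq2 and with unique reads.

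Among the most abundant contigs of the remaining families, the heat shock protein TRINITY_DN47155_c0_g1_i3 rose by 1.35 with Cd in V (edgeR adjusted p 0.0388) and by 0.41 in VMyc (edgeR adjusted p 0.598). The beta-glucosidase TRINITY_DN53688_c2_g1_i1 rose by 1.18 in V (edgeR adjusted p 0.0145) and changed by 0.029 in VMyc (edgeR adjusted p 0.974), where the sign was not kept when libraries were scaled by library size only. The glutathione-related TRINITY_DN54921_c4_g14_i1 rose by 0.55 in V (edgeR adjusted p 0.338) and by 1.59 in VMyc (edgeR adjusted p 0.00307). The ABC transporter TRINITY_DN54782_c4_g2_i1 changed by 0.41 and -0.071 (edgeR adjusted p 0.493 and 0.841). The housekeeping contig TRINITY_DN40766_c1_g1_i1, matching AT1G13440, was at 74.3 ± 5.37 CPM in V, 80.0 ± 5.61 in V-Cd, 62.3 ± 5.89 in VMyc and 140 ± 1.38 in VMyc-Cd (SD, n = 3), and its interaction of 1.06 was called (edgeR adjusted p 0.0416).

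Family scores, the mean log2 CPM over the contigs of a family, were compared over 9 families. With Cd, the iron-deficiency response rose from -0.69 ± 0.33 to 3.55 ± 0.069 in V and from 0.88 ± 0.084 to 4.30 ± 0.060 in VMyc (SD, n = 3), and oligopeptide and YSL transporters from 1.87 ± 0.090 to 4.24 ± 0.11 and from 2.21 ± 0.083 to 4.97 ± 0.18. These 4 differences had the smallest p possible (exact permutation tests, two-sided, p = 0.1). The Cd effects of ABC transporters were 1.45 in V and 0.76 in VMyc, and those of heat shock proteins 0.60 and 1.03, again with p = 0.1 in each (exact permutation test). The heat shock value in V, a family with 3 of its 15 contigs restricted to mycorrhizal roots, was 0.27 with a prior count of 0.5 and 0.39 without V replicate 1, and a score by the median over contigs gave 1.05 in both V and VMyc, so that no larger rise in VMyc was shown. Glutathione metabolism moved by 0.14 in V and 0.44 in VMyc, within the spread of the libraries (exact permutation p = 0.6 and 0.4), and with a prior count of 0.5 the first value changed sign to -0.038, as it did without V replicate 1, to -0.0079, while a score by the median over contigs gave 0.58. The value in VMyc depended on the choices made, with 1.31 for the median score, 1.14 with unique reads, 0.97 with reads summed per Trinity gene and 0.063 without VMyc-Cd replicate 3, and 5 of the 10 contigs were called for Cd in VMyc. Housekeeping contigs moved by -1.27 in V, where 66 of the 78 contigs were restricted to mycorrhizal roots, and by 0.63 in VMyc. With so few reads the value in V follows the prior count and the depth, being -2.18 with a prior count of 0.5 and -0.73 at equal depth.

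The difference between the Cd effects in VMyc and V was -3.57 for NRAMP1/6-like transporters (2.16 in V, -1.41 in VMyc, 8 contigs), -1.72 for copper-binding proteins (-0.40 in V, -2.12 in VMyc, 41 contigs) and -1.40 for beta-glucosidases (0.70 in V, -0.69 in VMyc, 15 contigs). Exact permutation tests gave p = 0.005, 0.005 and 0.01, and Benjamini-Hochberg adjustment over the 9 families gave 0.0225, 0.0225 and 0.03. All 8 NRAMP1/6-like contigs, 39 of the 41 copper-binding ones and 14 of the 15 beta-glucosidases had an interaction below 0. Only 3 of the 8 NRAMP1/6-like contigs were lower with Cd in VMyc. With the median of the 8 levels in each library as the score, the change in VMyc was -0.74, which is not the change of a typical contig. The copper-binding value in V was within the spread of the libraries (exact permutation p = 0.2), and was -0.11 without V replicate 2 and -0.62 without V replicate 1. The interaction test over all contigs called 0 NRAMP1/6-like contigs, 0 copper-binding ones and 3 beta-glucosidases, and adjusted over the list alone it called 8, 37 and 14. At an unadjusted p under 0.05 there were 8, 37 and 14, and DESeq2 called 8, 32 and 10. The study chose these contigs on these libraries, so the counts over the list alone are not independent evidence. The other 6 families had p from 0.155 to 0.695 for the difference (exact permutation tests). In all 6 the mean score was higher in VMyc than in V, and in VMyc-Cd than in V-Cd. The test permutes the symbiosis labels, so that such a shared effect of symbiosis raises its p. These p therefore do not show that the Cd effects were alike. Across the alternatives the largest p was 0.01 for NRAMP1/6-like transporters, 0.01 for copper-binding proteins and 0.04 for beta-glucosidases. Adjusted over the 9 families within each alternative, NRAMP1/6-like transporters and copper-binding proteins stayed under 0.05 (at most 0.045), while beta-glucosidases went to between 0.06 and 0.12 without V replicate 1, 2 or 3, V-Cd replicate 2 or 3, or VMyc-Cd replicate 1 or 2.

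**Figure D4:**
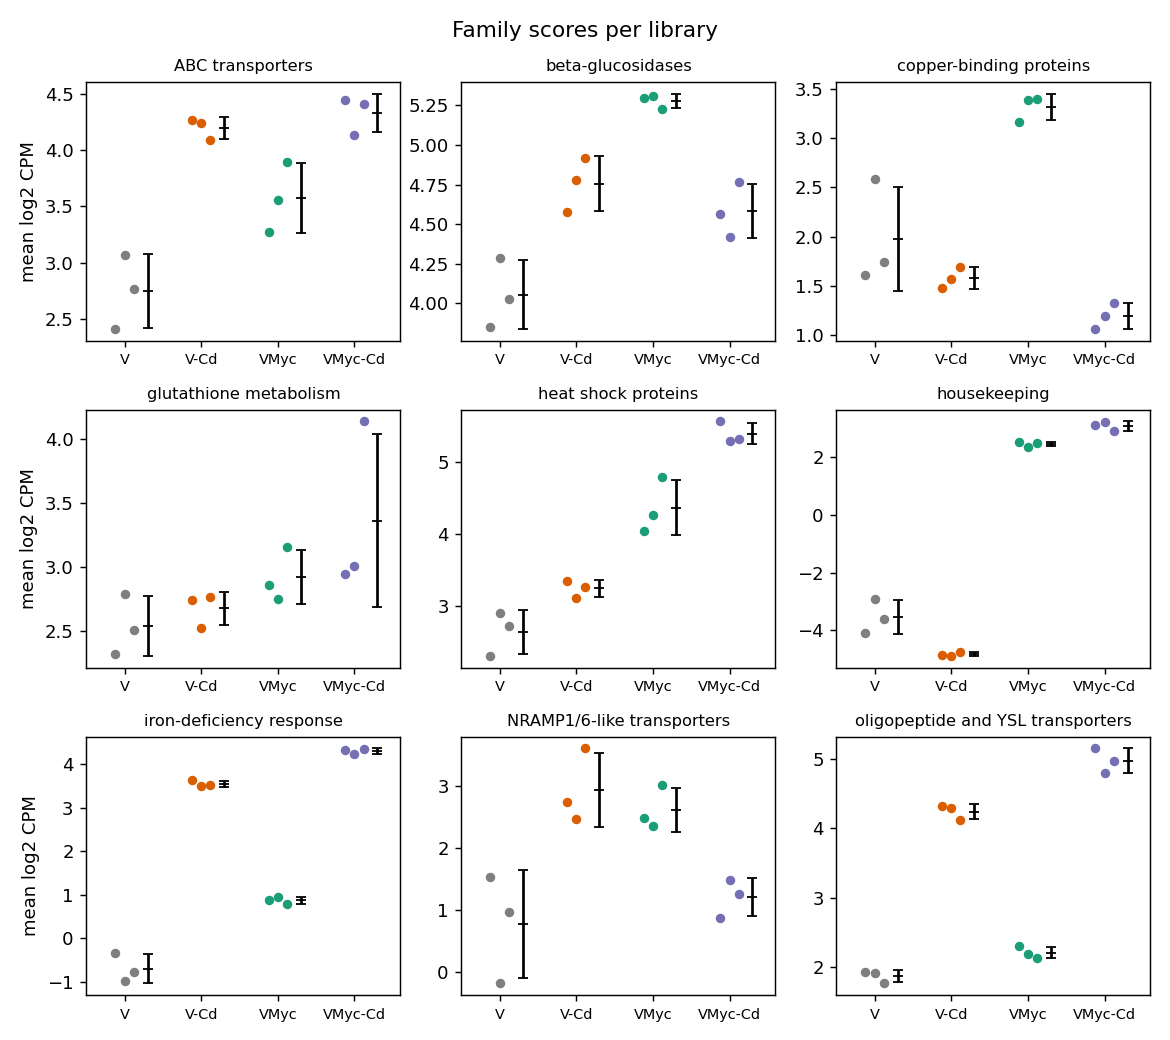
Each panel is a gene family; points are the family score (mean log2 CPM over its contigs, vertical axis) of the 3 libraries of each group, and the bar beside them is their mean with 1 SD. NRAMP1/6-like transporters rise with Cd in V (by 2.16) and move by -1.41 in VMyc, while the iron-deficiency response rises in both (by 4.24 and 3.42).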

Values the study reported

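Counting only contigs with an Arabidopsis thaliana match, the study reported 227 regulated transcripts in V-Cd vs V, of which 109 were up-regulated and 37 down-regulated. For VMyc vs V it reported 217 transcripts, with 181 up and 2 down. For VMyc-Cd vs VMyc it reported 453 transcripts, with 147 up and 158 down. Symbiosis on control medium was reported to induce 170 specific transcripts, and Cd in mycorrhizal roots to raise 103 and lower 137 specific transcripts.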

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

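The splits of the libraries were chosen before the data were examined, and the tests of V replicate 2, of reads shared within a Trinity gene, of equal depth, of unique reads, of traces in V, of p adjusted over the families, of TRINITY_DN40766_c1_g1_i1 and TRINITY_DN79415_c0_g1_i1 across the alternatives and of how the study picked the contigs were chosen after the results were seen.

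The Cd response differed between mycorrhizal and non-mycorrhizal roots in 37 contigs by the interaction test. Of 24 splits of the 12 libraries, 1, the real one, gave as many contigs, but chance cannot be excluded by this count, because the other splits mix the Cd and symbiosis labels and so put both effects into the spread. The low count may come from V replicate 2, whose composition stood apart, since 1009 contigs were called without it. The count fell without some other libraries, in fits with fewer libraries and so less power. It was 0 by edgeR without VMyc replicate 2 or VMyc replicate 3, and 1 without VMyc-Cd replicate 1 or VMyc-Cd replicate 2. It was 7 without VMyc-Cd replicate 3, 19 without V replicate 3 and 24 without V-Cd replicate 2. Reads divided between isoforms may also lower it, since 424 Trinity genes were called when reads were summed per gene. How much each contributes stays open.

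Of the contigs named for the interaction, TRINITY_DN55439_c3_g8_i3 had the value 8.71, with 99.7% unique reads, and its call was lost without VMyc replicate 2 or VMyc replicate 3 (adjusted p up to 0.0563, edgeR). TRINITY_DN57125_c1_g4_i2 had 8.54 with 11.7% unique reads, and TRINITY_DN57369_c5_g2_i2 had -2.91 with 15.0% unique reads. For these 2 contigs the adjusted p across the alternatives reached 0.143 and 0.131, and most of the fits without 1 library lost the call. TRINITY_DN54678_c0_g1_i2 had a fitted value of -9.69, which is no bound because V had 0 reads. It had 2.37% unique reads, and with unique reads alone its adjusted p was 0.458, the highest of its alternatives, whose lowest was 3.19e-08. This call was also lost with the replicate block and without VMyc replicate 2 or 3 or VMyc-Cd replicate 1 or 2. TRINITY_DN40766_c1_g1_i1, with 100.0% unique reads, had 1.06, and edgeR called it in 1 of the 12 fits without 1 library (adjusted p up to 0.162). No cause was tested for single contigs, and a biological difference between the symbiosis states stays open.

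TRINITY_DN79415_c0_g1_i1 had a fitted interaction of 7.82, which is no bound because V-Cd had 0 reads. It is restricted to mycorrhizal roots, with 34 reads in V, 23455 in VMyc and 42322 in VMyc-Cd. The value therefore rests on the 34 reads in V, and edgeR called it in 2 of the 12 fits without 1 library. Such traces could be reads of mycorrhizal libraries assigned to non-mycorrhizal ones. Across the 506 restricted contigs the level in V correlated with that in VMyc with r = 0.678, which traces of the fungus in the V roots would give as well, so that the sources cannot be told apart.

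The Cd effect on 3 family scores differed between V and VMyc. The difference was -3.57 for NRAMP1/6-like transporters, -1.72 for copper-binding proteins and -1.40 for beta-glucosidases. Deeper mycorrhizal libraries are argued against, since at equal depth the differences were -3.48, -1.75 and -1.39. Reads shared between contigs are argued against as well, since unique reads alone gave -3.53, -1.65 and -1.35. The differences might still owe part of their size to the way the study picked these contigs on the same libraries. Over all contigs the interaction test of edgeR called 0, 0 and 3 of them (unadjusted p under 0.05 in 8, 37 and 14, DESeq2 8, 32 and 10), which leaves the selection open, because no independent libraries were analysed here. For beta-glucosidases the threshold was lost in several fits without 1 library when p was adjusted over the families (up to 0.12). The permutation test assumes that symbiosis has no effect of any kind. The fall of the NRAMP1/6-like score in VMyc rests on 3 of its 8 contigs. A biological difference in how mycorrhizal roots respond to Cd remains a hypothesis.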

How the results depend on the processing

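Equal depth, contigs restricted at the limit of 10% left out, the interaction without restricted contigs, family scores from unique reads and the adjustment of p over the families within each alternative were chosen after seeing the data, and the other tests before.

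Of the alternative values of the comparisons, 632 kept their direction and their side of the threshold or stayed within 1.5 times the count, 131 counts moved further, 3 reversed and 1 passed the threshold. For single contigs, 760 stayed the same, 133 lost the threshold, 22 passed it, 8 reversed and 1 moved. Differences between Cd effects of families entered these counts by unadjusted p. Adjusted over the 9 families, the difference of beta-glucosidases lost the threshold without any 1 V library, V-Cd replicate 2 or 3, or VMyc-Cd replicate 1 or 2 (adjusted p up to 0.12). The cause was not tested unless it is named.

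In V-Cd vs V, up and down calls were 1662 and 1920 with DESeq2, 1054 and 1276 with all 12 libraries in 1 fit, 14 and 69 with Baggerley's test, 586 and 624 for Trinity genes, and 625 and 651 with unique reads. Down calls were 105 with library size only, 357 without a filter and 380 with the stricter filter. Leaving out 1 library gave 36 to 140 up and 9 to 98 down calls, in fits with fewer libraries.

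In VMyc vs V they were 2277 and 881 with DESeq2, 1335 and 108 in 1 fit, 197 and 22 with Baggerley's test, 1275 and 115 for Trinity genes, 1410 and 151 with unique reads, and 418 up with the stricter filter. They were 50 and 11 with restricted contigs left out, and 2 and 0 at the limit of 10%. Removing contigs higher in mycorrhizal roots lowers the up calls by construction. It takes out no down call directly, but the adjustment gets stricter for the remaining contigs when many with a small p are removed. How much of the loss of down calls this covers was not tested. Each library left out in turn gave 280 to 906 up and 19 to 82 down calls.

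In VMyc-Cd vs VMyc they were 4393 and 4769 with DESeq2, 1220 and 1056 in 1 fit, and 344 and 277 with Baggerley's test. The fits without 1 library gave 714 to 1641 up and 480 to 1134 down calls.

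In VMyc-Cd vs V-Cd they were 4279 and 2912 with DESeq2 and 28 and 1 with Baggerley's test. Up calls were 1294 with the stricter filter and 743 at the limit of 10%. Without 1 library there were 925 to 1877 up and 224 to 524 down calls.

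In the interaction they were 1538 and 1722 with DESeq2, 112 and 131 with the stricter filter, 158 and 194 for Trinity genes, 108 and 117 with unique reads, and 34 and 36 at equal depth. Down calls were 112 with library size only. Leaving out 1 library gave 0 to 258 up and 0 to 688 down calls, the highest without V replicate 2 and 0 without VMyc replicate 2 or VMyc replicate 3. In no fit without 1 library did a call change direction, in any comparison.

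Library size only moved the median of all contigs by more than 0.1 in V-Cd vs V, to 0.096, in VMyc vs V, to 0.11, and in the interaction, to -0.12. The share of higher contigs among calls was then 72.0% in V-Cd vs V against 53.5%, and 22.4% in the interaction against 59.5%.

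The replicate numbers were used as a block in 1 alternative. Over 18 pairs of libraries with the same number, deviations from the group means correlated with a mean r of -0.0022 and a highest r of 0.0338, so that the numbers do not pair the libraries. The block gave 0 up and 0 down calls by edgeR in V-Cd vs V (14528 contigs at an unadjusted p under 0.05, DESeq2 without the block 5455 calls), 106 and 4 in VMyc vs V, 463 and 304 in VMyc-Cd vs VMyc, 222 and 66 in VMyc-Cd vs V-Cd, and 1 and 1 in the interaction. In simulated V-Cd vs V it recovered 0 changed contigs.

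The class of restricted contigs held 1336 at the limit of 10% and 79 at 0.2%. Without 1 library it held 483 to 970, the highest without V replicate 2. Calls shared by the Cd responses in the same and in opposite directions were 2051 and 83 with DESeq2, 863 and 14 for Trinity genes, 879 and 9 in 1 fit, and 18 and 3 with Baggerley's test. The shares of Cd and of symbiosis kept the smallest p possible under every alternative.

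For glutathione metabolism the Cd effect in V reversed to -0.038 with a prior count of 0.5 and to -0.0079 without V replicate 1, the lowest of the fits without 1 library, whose highest was 0.25. Its difference of Cd effects reversed to -0.078 without VMyc-Cd replicate 3, with 0.51 as the highest value without 1 library, and a score by the median over contigs gave 0.73 (exact permutation p 0.04). TRINITY_DN54782_c4_g2_i1 in VMyc-Cd vs VMyc, at -0.071, went to 0.0095 without VMyc replicate 2 and 0.0072 without VMyc-Cd replicate 2, with -0.17 as the lowest value without 1 library. TRINITY_DN53688_c2_g1_i1 in VMyc-Cd vs VMyc, at 0.029, went to -0.015 with library size only and with Baggerley's test, -0.091 without VMyc replicate 1, -0.039 without VMyc replicate 2, -0.14 without VMyc-Cd replicate 1 and -0.056 without VMyc-Cd replicate 3. Neither was called in any of these.

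Several calls of single contigs for Cd in V were lost in fits without 1 library, which have less power. TRINITY_DN58296_c1_g2_i5, TRINITY_DN59116_c4_g2_i2 and TRINITY_DN47155_c0_g1_i3 lost the call without any 1 of the 6 libraries. TRINITY_DN46452_c0_g1_i4 and TRINITY_DN53688_c2_g1_i1 lost it without V replicate 1 or any 1 V-Cd library, and TRINITY_DN42417_c0_g1_i1 also without V replicate 3. The highest adjusted p over the alternatives of these contigs was 0.204, 0.256, 0.535, 0.175, 0.311 and 0.217. In the other direction, TRINITY_DN54740_c2_g5_i1, TRINITY_DN54419_c1_g3_i1, TRINITY_DN56558_c1_g8_i1, TRINITY_DN54628_c2_g2_i6 and TRINITY_DN58463_c6_g1_i4 passed the threshold for Cd in V in 4, 6, 6, 2 and 4 alternatives, DESeq2 and all 12 libraries in 1 fit among them for each. These make up the 22 given above. The contigs TRINITY_DN51212_c1_g2_i4 and TRINITY_DN48753_c5_g1_i4 kept the call in every fit without 1 library in both Cd comparisons.

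The non-mycorrhizal libraries held 55888720 to 169137864 reads and the mycorrhizal ones 203191957 to 297617769. At equal depth V-Cd vs V gave 641 calls against 535, and the mean r between replicates was still 0.905 in V and 0.891 in V-Cd, against 0.934 in VMyc and 0.943 in VMyc-Cd.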

Other observations

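The tests of co-movement, of the housekeeping contigs and of the splits were chosen before the data were examined, and those of the remaining up calls, of depth, of spread and of traces after the results were seen.

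Many contigs were higher in VMyc than in V and few lower. A candidate explanation is that reads of the fungus map to contigs of fungal origin in the plant assembly. The deviations of the 506 restricted contigs between mycorrhizal libraries moved together, with a mean correlation of 0.535 against 0.00471 in other contigs. The mirror class held 0 contigs. The listed housekeeping contigs were a median of 336-fold higher in mycorrhizal roots, but they were listed for being higher there and 66 of them are restricted by definition, so that their ratio decides nothing. Without the restricted contigs an even split had been predicted, but 50 up and 11 down calls were left, and that split is no independent evidence because the class is removed by construction. Plant genes induced by the fungus are not excluded for single contigs, and the organism of each contig was not tested.

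For the 269 up calls outside the restricted set the same source could not be decided. Their median correlation with the restricted profile was 0.165, against 0.810 in restricted contigs and -0.042 in others of like abundance, and 158 of them had a non-mycorrhizal level of at most 10% of the mycorrhizal one. They may be a mixture.

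More contigs were called for Cd in VMyc (5080) than in V (535). Deeper mycorrhizal libraries are argued against, since at equal depth the counts were 5227 and 641. A larger spread between non-mycorrhizal replicates may account for the excess, since with 1 shared spread, from all 12 libraries in 1 fit, the counts were 2911 and 2977.

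For the pairs of groups, 1 of 10 splits of the 6 libraries, the real one, gave as many calls, in V-Cd vs V, VMyc vs V, VMyc-Cd vs VMyc and VMyc-Cd vs V-Cd alike. A share under 0.1 is out of reach with 3 against 3 libraries, so chance cannot be excluded by this count.

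The counts of regulated contigs quoted from the study cover contigs with an Arabidopsis match alone, while the counts here cover all contigs tested, so that no direction is given between them. The study also gives totals of all contigs past its limit on p, which were not compared here.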
